A study of Mus musculus with 16 samples. Its data were reported in "Expression Landscape and Circadian Regulation of lncRNAs in the Kidney" (2026).

How the data were processed

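Whole-kidney RNA was sequenced from male mice of 2 genotypes at 2 times of day. The cKOt mice carried floxed Bmal1 alleles together with the Pax8-rtTA and LC-1 transgenes, so that doxycycline (2 mg/ml for 2 weeks) induced Cre recombinase and removed part of Bmal1 in the renal tubule. Their Ctrl littermates carried the floxed alleles without the transgenes and received the same doxycycline. Mice were kept under a cycle with 12 h of light. ZT is Zeitgeber time, counted in hours from lights on, so that ZT4 lies in the light (resting) phase of mice and ZT16 in the dark (active) phase. Each of the 4 groups (Ctrl_ZT4, cKOt_ZT4, Ctrl_ZT16 and cKOt_ZT16) held 4 libraries, each from a separate mouse. Groups and replicate numbers were taken from the sample labels. Nothing in the labels says that mice with the same replicate number belong together.

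The submitters' notes state that poly(A) RNA libraries were made with a stranded kit from 200 ng of RNA and that these existing libraries were sequenced again at greater depth, after which reads were demultiplexed with bcl2fastq, trimmed with fastp 0.23.2 and assigned to genes with RSEM 1.3.3 and STAR on the mouse genome GRCm39. The values deposited are RSEM expected counts per gene and library, neither scaled nor transformed. An expected count shares a read that fits several genes among them by probability, and 6.43% of the cells were not whole numbers. Whether RSEM was told the strand of the reads is not stated. Values of antisense genes, and of lncRNAs that overlap another gene, may therefore hold reads of the other gene. The reads themselves were not analysed here.

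Gene symbols, biotypes, coordinates and GC content came from GENCODE M39 (Ensembl 116) on GRCm39, matched by gene identifier. The authors used an earlier Ensembl release. Of 56884 genes in the deposited table, 56323 were matched. The other 561 held 0.0528% of the counts and were left out of the comparisons. The matched genes included 11141 lncRNAs and 21667 protein-coding genes (mRNAs), of which 7117 and 18644 had a count in a library. Biotypes follow the later release, so single genes can fall in another class than in the study.

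Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. A gene was tested in a comparison when it had at least 5 counts in at least 3 of the 4 libraries of a compared group. Library sizes were scaled by TMM (trimmed mean of M values). The 16 libraries entered a single model with 4 group means, which held 22851 genes, and each contrast was tested with the quasi-likelihood F-test (two-sided). The contrasts were ZT16 against ZT4 in Ctrl, ZT16 against ZT4 in cKOt, cKOt against Ctrl at ZT4, cKOt against Ctrl at ZT16, and the genotype by time interaction, the time effect in cKOt minus that in Ctrl. P values were adjusted by the Benjamini-Hochberg method separately for lncRNAs and mRNAs, and genes with an adjusted p under 0.05 were called changed. Fold changes are given as log2 values with the standard error (SE) of the model. Abundances are in CPM, the rounded counts relative to TMM-scaled library sizes, as group mean ± SD over 4 libraries. The direction of called lncRNAs was compared with that of called mRNAs by Fisher's exact test across genes, which are not independent replicates. Group differences in the share of counts on lncRNAs were tested by exact permutation over the 70 assignments of 8 libraries, so that 0.0286 is the smallest two-sided p. Intervals on shares are 95% exact Clopper-Pearson intervals. They take called genes as independent, which they are not. Limits for a count of 0 cover counting error only, as the intervals do, since reads of a library are not independent molecules.

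The following choices were made before the data were examined: the filter, model, tests, threshold, the rule for named genes and 42 gene lists. Named genes are Bmal1 in every library, members of the lists and, among called genes whose libraries do not overlap between the groups compared, the 6 mRNAs (mean of at least 1 CPM in the higher group) and the 6 lncRNAs (at least 0.1 CPM) at each end of the log2 fold changes. For the interaction the overlap was not considered. Some genes that meet these rules are not reported here, although they stay in the tests and counts. With 4 libraries against 4, chance leaves 2.86% of genes without overlap. The lists cover the circadian clock, the 16 clock genes used in the study, sodium, chloride and potassium transport and its regulators, water channels, organic ion transport, gluconeogenesis, glycolysis, fatty acid oxidation, cholesterol synthesis, glucocorticoid-responsive, immediate early, heat shock, endoplasmic reticulum chaperone and cold-inducible genes, xenobiotic metabolism, androgen-responsive genes, tubular injury, extracellular matrix, cell cycle, interferon response, characterised lncRNAs, snoRNA and miRNA host lncRNAs, mitochondrially encoded mRNAs, markers of blood, perirenal fat and adrenal gland, and markers of the cell types of the kidney. Members were counted over all genes tested and when adjusted over the list alone. Each list was tested with camera (limma 3.58.1; preset inter-gene correlation 0.01, prior count 2), which compares its members with all other genes, with adjustment over the 168 tests of 42 lists in 4 contrasts. Camera was repeated with an estimated correlation, and fry tested whether members moved on balance one way. Lists of the interaction formed a family of their own.

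Totals ranged from 230770160 to 451270832 counts per library. The limit that a count of 0 allows (3 counts) lay between 0.00665 and 0.013 CPM.

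The whole procedure was tested on simulated data with the size and spread of these counts and 200 genes changed at random by 1.5-fold, 2-fold or 4-fold. For ZT16 against ZT4 in Ctrl, 13.3%, 27.3% and 81.2% of changed lncRNAs and 67.6%, 75.8% and 90.9% of changed mRNAs were recovered. In the interaction these shares were 0%, 18.2% and 40.6% for lncRNAs and 44.1%, 62.5% and 93.8% for mRNAs. Of the calls, 9.3% and 7.14% were false in the first of these contrasts, and up to 10.2% elsewhere. All 10 simulated lists of 20 genes shifted by 1.5-fold were called by camera, with 1 call among 100 lists that were not shifted. Simulated genes were drawn independently of each other. These list counts therefore do not show how often camera calls lists of correlated genes. A trend with GC content of 0.3 imposed on a library was measured as 0.267 before correction and −0.001 after it.

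Alternatives were the Wald test of DESeq2 1.42.0 (the test of the study), DESeq2 size factors, TMM factors from lncRNAs alone or from protein-coding genes alone, no filter, at least 50 counts, unrounded counts, adjustment over both biotypes together, a model of the 8 libraries compared, the replicate number as a block, blocks of 12 consecutive library numbers as a batch, omission of mitochondrial genes and the 20 most abundant genes, lncRNAs that overlap no protein-coding gene, a test against a fold of 1.2, and omission of each library in turn. The share of lncRNA counts was also taken with other denominators, without the 20 most abundant genes, and without Malat1 and Neat1. Further alternatives were chosen after seeing the data. The first left out the library with the highest Bmal1 count of each Ctrl group (Ctrl_ZT4 replicate 5 and Ctrl_ZT16 replicate 6). The second left out the pair of libraries that stood apart on the second principal component. The third removed from each library a smooth trend (lowess, span 0.3) of log2(CPM + 0.5) on the GC percent of each gene's longest transcript.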

Results

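The expression of genes was measured by poly(A) RNA-Seq in whole kidneys of 16 male mice, to ask whether renal lncRNAs (long non-coding RNAs) and mRNAs depend on the time of day and on the clock of the renal tubule. Mice lacking Bmal1, a transcription factor at the core of the circadian clock, in renal tubule cells (cKOt) and their littermates (Ctrl) were sampled in the light phase (ZT4) and in the dark phase (ZT16), with 4 mice in each of the 4 groups. Library totals ranged from 252576899 to 351625831 counts in Ctrl_ZT4, 230770160 to 424277135 in cKOt_ZT4, 260303428 to 429232118 in Ctrl_ZT16 and 249764031 to 451270832 in cKOt_ZT16. Transcripts encoded by the mitochondrial genome held 11.99% to 13.01% of the counts in Ctrl libraries and 9.663% to 11.04% in cKOt libraries. The 20 most abundant genes held 21.58% to 23.27% and 19.28% to 20.89%. All abundances below are in CPM (counts scaled by library size) as mean ± SD with n = 4 libraries per group, and all log2 fold changes carry the SE of the model.

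Renal lncRNAs held far fewer counts per gene than mRNAs. Of 11141 annotated lncRNAs, 3367 (30.22%) had at least 5 counts in at least 3 libraries of a Ctrl group, against 16247 of 21667 mRNAs (74.99%). With any count, 6550 lncRNAs and 18315 mRNAs were seen in Ctrl mice, and with at least 10 counts in all 4 libraries of a Ctrl group, 2511 and 15509. The median abundance of those detected was 0.1555 CPM for lncRNAs and 14.09 CPM for mRNAs, a ratio of 90.6. CPM is not corrected for transcript length, so this ratio and the order below compare counts in poly(A) libraries and not numbers of molecules. Only 712 lncRNAs (21.15%) exceeded 1 CPM and 100 exceeded 10 CPM. The most abundant were Neat1, the RNA that scaffolds nuclear paraspeckles (1408 CPM ± 144.8, SD over 8 Ctrl libraries, 17.15% of lncRNA counts), and Malat1, an RNA of nuclear speckles (632.9 CPM ± 123.1, 7.652%). They were followed by Gm39079 (259 CPM ± 15.48), which lies antisense to the proximal tubule gene Acsm1, Snhg11 (219.2 CPM ± 34.45), Norad (215.4 CPM ± 16.31) and Gm43305 (197.3 CPM ± 108.5). Because the strand setting of the counting is not stated, the value of Gm39079 may hold reads of Acsm1.

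Bmal1 counts over the whole gene overlapped between the genotypes at ZT16, and at ZT4 they were higher in every cKOt library than in every Ctrl library. Per library, Bmal1 stood at 4.44, 5.59, 13.4 and 8.62 CPM in Ctrl_ZT4 (replicates 3, 4, 5 and 6), 13.8, 14.7, 14.8 and 13.8 CPM in cKOt_ZT4 (replicates 1 to 4), 9.92, 9.65, 13.3 and 23.4 CPM in Ctrl_ZT16 (replicates 1, 3, 4 and 6) and 13.7, 14.4, 13.4 and 13.1 CPM in cKOt_ZT16 (replicates 1 to 4). The gene-level count includes exons outside the deleted part, so it does not measure the deletion. Between genotypes the log2 difference was 0.82 ± 0.29 at ZT4 (adjusted p = 0.0935) and −0.05 ± 0.28 at ZT16 (adjusted p = 0.938). At ZT4 the call depended on a single library, since without Ctrl_ZT4 replicate 5 the log2 difference was 1.19 and passed the threshold. Between times in Ctrl, Bmal1 changed by 0.81 ± 0.29 (log2, adjusted p = 0.117), which passed without the same library (1.18). Npas2, a partner of BMAL1 related to Clock, lay at 4.88 CPM ± 3.44 in Ctrl_ZT4 and 47.7 CPM ± 3.76 in cKOt_ZT4, and at 4.30 CPM ± 3.07 and 48.3 CPM ± 7.31 at ZT16. No Ctrl library reached the level of a cKOt library for Npas2 or Cry1 at either time, and none fell to it for Dbp.

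**Figure D1:**
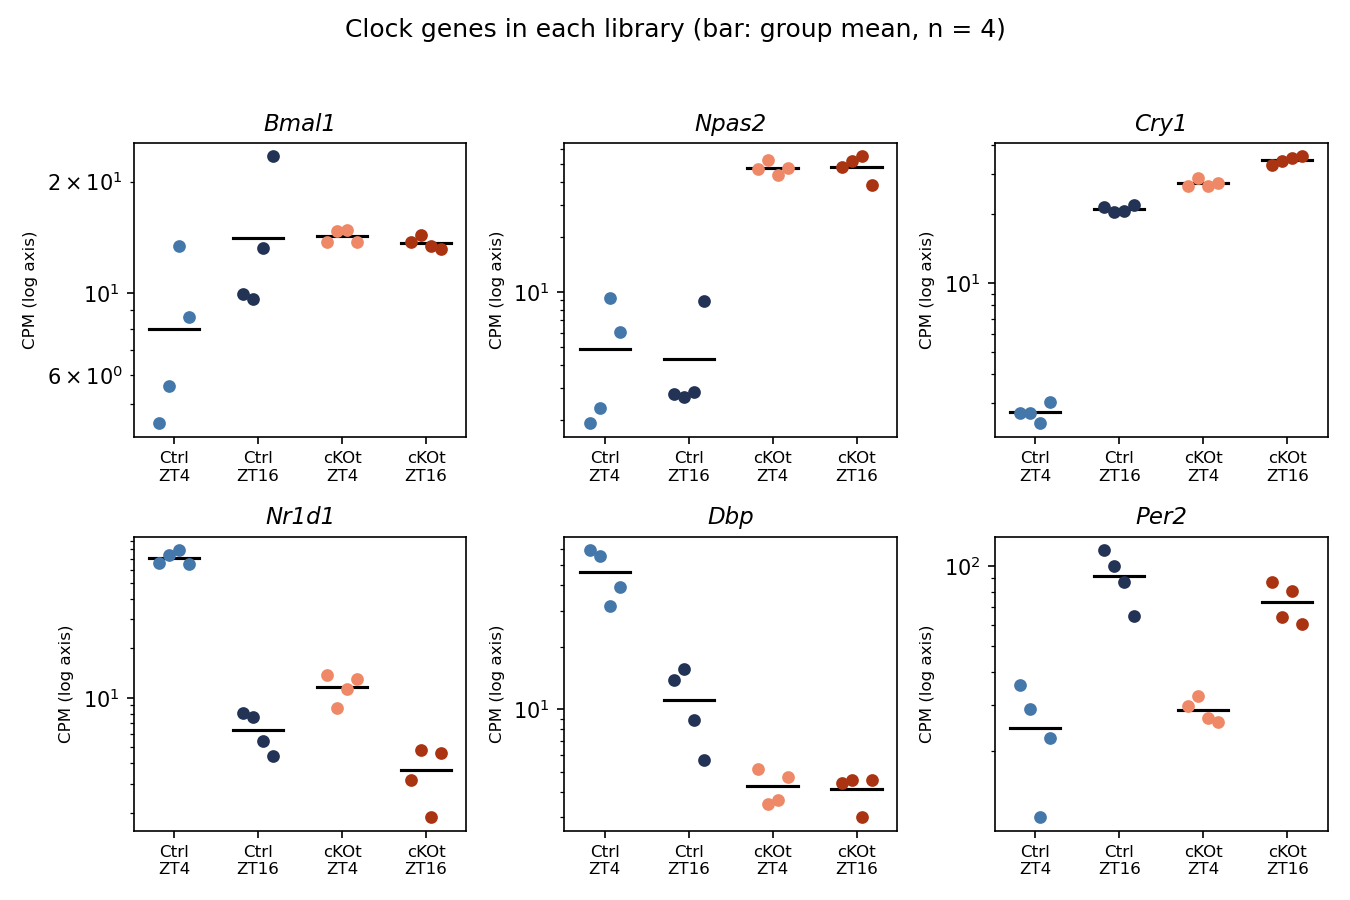
Abundance (CPM, log axis) of Bmal1, Npas2, Cry1, Nr1d1, Dbp and Per2 in each of the 16 libraries, by genotype and time, with a bar at the group mean (n = 4). Bmal1 overlaps between the genotypes at ZT16, whereas Npas2 is higher in all cKOt libraries, with means of 47.7 and 48.3 CPM against 4.88 and 4.30 CPM in Ctrl.

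The first comparison asks which genes change between the light and the dark phase in mice with an intact clock. The clock repressor Cry1 rose from 2.73 CPM ± 0.244 at ZT4 to 21.1 CPM ± 0.645 at ZT16 (7.75-fold, log2 2.95 ± 0.07, adjusted p = 4.56e-14). Nr1d1, the repressor REV-ERBα, was 11.2-fold lower at ZT16 (71 CPM ± 6.54 to 6.39 CPM ± 1.73, log2 −3.48 ± 0.25, adjusted p = 5.5e-07). Dbp, a transcription factor under direct control of the clock, fell 4.23-fold (log2 −2.08 ± 0.27, adjusted p = 0.000356), whereas Per2 rose 3.75-fold (log2 1.91 ± 0.26, adjusted p = 0.000501) and Nfil3, which competes with Dbp for its binding sites, 6.17-fold (2.14 CPM ± 0.524 to 13.3 CPM ± 7.35, adjusted p = 0.000273). Protein chaperones rose in the dark phase as well, among them Hspa5 (BiP), the main chaperone of the endoplasmic reticulum, from 476 CPM ± 53.8 to 976 CPM ± 172 (2.05-fold, adjusted p = 0.000118).

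Of 27 measured core clock and output genes, 10 were higher and 5 lower at ZT16 in Ctrl (13 and 6 adjusted over the list alone), and 12 did not pass the test. The camera test called the list as higher (adjusted p = 0.00163), but not with an estimated correlation (adjusted p = 0.344). Of the 16 clock genes used in the study, 6 were higher and 3 lower (8 and 3 adjusted over the list alone; camera adjusted p = 0.000632; adjusted p = 0.1 with an estimated correlation). The study picked these genes as clock genes and examined them in these libraries, so they are not independent evidence of a direction. Among endoplasmic reticulum chaperones, 16 of 20 genes rose and none fell (19 adjusted over the list alone; median log2 0.61; camera adjusted p = 2.74e-19; adjusted p = 0.1 with an estimated correlation), including Creld2 (18.7 CPM ± 3.22 to 50.8 CPM ± 10.1) and Sdf2l1 (4.36 CPM ± 1.10 to 13.5 CPM ± 4.86). Of 20 heat shock genes, 12 rose and none fell (15 adjusted over the list alone; median log2 0.57; camera adjusted p = 8.44e-15; adjusted p = 0.148 with an estimated correlation), with Hsph1, a co-chaperone of HSP70, at 139 CPM ± 48.9 and 281 CPM ± 25.4.

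Genes that respond to glucocorticoids, the hormones that peak before the active phase, rose in 5 of 18 cases and fell in 1 (6 and 1 adjusted over the list alone; camera adjusted p = 0.00225; adjusted p = 0.646 with an estimated correlation). Zbtb16, a transcription factor induced by glucocorticoids, rose 6.1-fold (2.34 CPM ± 1.26 to 14.1 CPM ± 2.41, adjusted p = 7.05e-05) and Tsc22d3 (GILZ) 2.58-fold (31.9 CPM ± 8.43 to 82.2 CPM ± 9.77, adjusted p = 7.05e-05). Sgk1, a kinase that activates the epithelial sodium channel, rose 2.08-fold (adjusted p = 0.0225) and Fkbp5, a co-chaperone of the glucocorticoid receptor, 1.95-fold (adjusted p = 0.0282). The call of Sgk1 ended without Ctrl_ZT4 replicate 5 or 6 (log2 0.96 or 1.0) and that of Fkbp5 without any of Ctrl_ZT4 replicates 3, 4 and 5 and Ctrl_ZT16 replicates 3 and 4 (log2 0.94, 0.83, 0.89, 0.93 and 0.84). Regulators of sodium transport were called as higher (3 of 22 genes, 4 adjusted over the list alone; camera adjusted p = 0.0416; adjusted p = 0.234 with an estimated correlation), and the 3 genes were Tsc22d3, Sgk1 and Ppp1r1a, the last of which (log2 0.30, adjusted p = 0.0477) was not called without any single library (0.26 to 0.34). The lists of fatty acid oxidation (2 of 28 higher, Fgf21 and Slc25a20, and 2 adjusted over the list alone; camera adjusted p = 0.0363; adjusted p = 0.823 with an estimated correlation) and of thick ascending limb markers (2 of 8 higher, Enox1 and Ptger3, and 2 adjusted over the list alone; camera adjusted p = 0.0285; adjusted p = 0.823 with an estimated correlation) were called as higher too. The call of Ptger3 (log2 0.26) ended without Ctrl_ZT4 replicate 3, 5 or 6 or Ctrl_ZT16 replicate 3, 4 or 6 (0.23 to 0.28), and that of Fgf21 without Ctrl_ZT4 replicate 4, 5 or 6 (3.58 to 4.06). Each of these 3 list calls ended when single libraries were left out. Without Ctrl_ZT4 replicate 4 or 6, or Ctrl_ZT16 replicate 1, 3 or 4, the adjusted p for regulators of sodium transport was 0.104, 0.0814, 0.0572, 0.075 and 0.0601, and that for fatty acid oxidation 0.063, 0.415, 0.122, 0.0615 and 0.0979. For the thick ascending limb it was 0.197, 0.0928 and 0.0683 without Ctrl_ZT4 replicate 6 or Ctrl_ZT16 replicate 3 or 4.

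Among called mRNAs whose libraries did not overlap between the times, those that rose most in Ctrl were Thbs4, a matrix glycoprotein (0.110 CPM ± 0.0295 to 1.45 CPM ± 0.562, 12.8-fold), Cry1, Nfil3, Zbtb16, Creg2 (4.87-fold) and Lingo4 (4.18-fold). At the other end stood Nr1d1, Igfbp1, which binds insulin-like growth factors (6.63 CPM ± 3.04 to 0.965 CPM ± 0.264, 6.82-fold lower), Dbp, Rnf212b (3.14-fold lower), the protease Adamts4 (2.88-fold lower) and Clec2h (2.53-fold lower).

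Among lncRNAs, Gm10787 (chromosome 10, 76847826 to 76858049, GRCm39) rose 3.93-fold at ZT16 in Ctrl, from 0.745 CPM ± 0.0704 to 2.96 CPM ± 0.816 (log2 1.97 ± 0.20, adjusted p = 6.16e-05). Gm44040 rose 5.55-fold (adjusted p = 0.00139), and Gm56948, Gm32718 and Gm57368 had log2 fold changes of 1.69, 1.45 and 1.21. The abundant Gm43305 (chromosome 14, 54529898 to 54534949) rose 2.41-fold, from 116 CPM ± 12.9 to 279 CPM ± 97.7 (adjusted p = 0.0136). On the lower side were D930015M05Rik (log2 −1.88), Gm20548 (log2 −1.85), 9030625G05Rik (log2 −1.66, 0.382 CPM ± 0.102 to 0.116 CPM ± 0.0783), 1700054A03Rik (log2 −1.57), Gm32200 (log2 −1.53) and Gm42962 (log2 −1.52). Airn, the imprinted antisense transcript of Igf2r, fell from 8.13 CPM ± 0.584 to 5.43 CPM ± 0.608 (adjusted p = 0.00754), the only 1 of 38 characterised lncRNAs that passed. Neat1 (log2 0.04 ± 0.10, adjusted p = 0.879) and Malat1 (log2 0.12 ± 0.24, adjusted p = 0.84) did not pass. Without Ctrl_ZT4 replicate 5 the calls of Gm43305 (log2 1.2), Gm56948 (1.54), Gm57368 (1.04), 9030625G05Rik (−1.62), D930015M05Rik (−1.76), Gm20548 (−1.86), 1700054A03Rik (−1.24) and Gm32200 (−1.33) ended. Some of them also ended without another library: Gm57368 without Ctrl_ZT4 replicate 4 (1.11) or Ctrl_ZT16 replicate 3 (1.19) or 4 (1.04), Gm20548 without Ctrl_ZT4 replicate 6 (−1.47) or Ctrl_ZT16 replicate 4 (−1.58), and 1700054A03Rik without Ctrl_ZT4 replicate 4 (−1.52) or Ctrl_ZT16 replicate 1 (−1.41) or 3 (−1.35). The call of Gm42962 ended without Ctrl_ZT4 replicate 6 (−1.30) or Ctrl_ZT16 replicate 4 (−1.44).

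In all, 142 of 3367 lncRNAs (4.217%) and 909 of 16247 mRNAs (5.595%) were called changed between ZT4 and ZT16 in Ctrl. Of the lncRNAs 26 were higher and 116 lower at ZT16 (81.69% lower, 95% interval 74.33% to 87.68%), whereas 530 mRNAs were higher and 379 lower (58.31% higher, 55.02% to 61.53%). The directions of called lncRNAs and mRNAs differed (odds ratio 0.161, Fisher's exact test across genes p = 1.77e-19, adjusted p = 3.54e-19). Median folds of called genes were 1.77 and 1.37. Libraries of the times did not overlap for 355 lncRNAs (10.54%) and 1884 mRNAs (11.6%), where chance gives 2.86%. The lncRNA direction is relative to mRNAs: with scaling factors from lncRNAs alone, which shift the median of all genes by 0.16 (log2), 50.59% of 85 called lncRNAs were higher at ZT16, and with factors from protein-coding genes alone 44.4% of called mRNAs were. Without Ctrl_ZT4 replicate 5, 37 lncRNAs and 366 mRNAs were called, without Ctrl_ZT16 replicate 3, 85 and 473, and without Ctrl_ZT4 replicate 4, 568 mRNAs. Among other settings, the test against a fold of 1.2 called 40 lncRNAs and 118 mRNAs. Omission of the library with the highest Bmal1 count of each Ctrl group (chosen after seeing the data) left 33 and 302. DESeq2 called 252 lncRNAs, and factors from lncRNAs alone gave 3428 mRNAs. The replicate number as a block, a model of only the libraries compared and library-number batches also gave fewer than 142 lncRNAs, as listed below.

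The second comparison asks what still changes with time when the tubular clock is lost. Chaperones rose in the dark phase in cKOt mice as well, among them Hspa5 from 426 CPM ± 34.8 to 965 CPM ± 131 (2.27-fold, log2 1.18 ± 0.12, adjusted p = 6.66e-05), Creld2 from 14.7 CPM ± 1.74 to 44.8 CPM ± 7.28 (3.06-fold, adjusted p = 3.82e-05) and the small heat shock protein Hspb1 from 2.73 CPM ± 0.458 to 6.36 CPM ± 1.63 (2.34-fold, adjusted p = 0.00357). Of the clock genes, Per2 rose 2.56-fold (28.6 CPM ± 2.94 to 73.2 CPM ± 12.8, adjusted p = 0.00389), Per3 1.95-fold (adjusted p = 0.0048) and Cry1 1.26-fold (27.3 CPM ± 1.11 to 34.4 CPM ± 1.38, adjusted p = 0.00424), and Nr1d1 was 3.21-fold lower (11.7 CPM ± 2.26 to 3.63 CPM ± 1.37, adjusted p = 0.000919). Dbp stood at 4.24 CPM ± 0.796 and 4.12 CPM ± 0.752 (adjusted p = 0.951).

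Of 20 heat shock genes, 14 rose at ZT16 in cKOt and none fell (17 adjusted over the list alone; median log2 0.61; camera adjusted p = 1.01e-13; adjusted p = 0.148 with an estimated correlation), and of 20 endoplasmic reticulum chaperones 14 rose and none fell (14 adjusted over the list alone; median log2 0.52; camera adjusted p = 1.48e-14; adjusted p = 0.148 with an estimated correlation). Glucocorticoid-responsive genes rose in 3 of 18 cases, Cebpd, Tsc22d3 and Sult1a1 (7 adjusted over the list alone; camera adjusted p = 0.00314; adjusted p = 0.646 with an estimated correlation). Of 21 immediate early genes, which respond within minutes to stimulation, Ier3, Klf2 and Klf4 rose (3 adjusted over the list alone; camera adjusted p = 0.0103; adjusted p = 0.892 with an estimated correlation). That list call ended without cKOt_ZT16 replicate 2 (adjusted p = 0.244) or 4 (adjusted p = 0.112), as did the calls of Klf2 (log2 0.69 and 0.75), Klf4 (0.50 and 0.53) and Cebpd (0.92 and 1.05). Without cKOt_ZT4 replicate 3 the calls of Klf2 (0.74), Klf4 (0.56) and Cebpd (1.22) ended too, and that of Cebpd also without cKOt_ZT4 replicate 2 (1.06) or 4 (1.13). Among thick ascending limb markers 1 of 8 rose, Enox1 (0.821 CPM ± 0.118 to 2.17 CPM ± 0.315; 2 adjusted over the list alone; camera adjusted p = 0.00583; adjusted p = 0.795 with an estimated correlation). Of the 27 core clock genes 3 were higher and 3 lower (4 and 3 adjusted over the list alone; camera adjusted p = 0.529), and of the 16 clock genes of the study 2 and 1 (3 and 1 adjusted over the list alone; camera adjusted p = 0.629).

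At the ends of the cKOt time comparison stood Creg2 (4.12-fold higher), Sdf2l1 (3.85-fold), Gadd45g, a stress-induced growth regulator (3.84-fold), Cish, an inhibitor of cytokine signalling (15.4 CPM ± 2.43 to 57.3 CPM ± 33.8), Derl3 (3.17-fold) and Creld2. On the lower side were Cyp24a1, the enzyme that inactivates vitamin D (74.7 CPM ± 10.6 to 22.3 CPM ± 14.2, 3.35-fold lower, adjusted p = 0.027), Nr1d1, Or2y1f (3.11-fold), the proton pump Atp12a (2.71-fold), Igfbp1 (2.71-fold) and Zkscan2 (2.67-fold). The call of Cyp24a1 ended without cKOt_ZT4 replicate 2 (log2 −1.67), 3 (−1.74) or 4 (−1.74) or cKOt_ZT16 replicate 1 (−1.44) or 3 (−1.62). That of Cish (adjusted p = 0.0451) ended without any of the libraries except cKOt_ZT16 replicate 4 (log2 1.58 to 2.05). Among lncRNAs, Gm11788, Gm13054, Gm56948, Gm57463, Gm57325 and 4930434B07Rik were higher at ZT16 (log2 1.58, 1.55, 1.52, 1.47, 1.38 and 1.59), and 8430419K02Rik (4.06-fold, adjusted p = 0.00405), Gm56600, 9630001P10Rik, Gm2895, Gm32200 and Gm4876 were lower (log2 −2.02, −1.81, −1.58, −1.57, −1.55 and −1.47). Neat1 rose from 1307 CPM ± 111 to 1671 CPM ± 220 (log2 0.35 ± 0.10, adjusted p = 0.0482). The calls of Neat1 (log2 0.26 to 0.40) and of 4930434B07Rik (1.29 to 1.84) ended without any single library. Those of Gm11788 (1.51), Gm57325 (1.35), Gm56600 (−1.55), 9630001P10Rik (−1.15) and Gm13054 (1.76) ended without cKOt_ZT4 replicate 3, Gm56600 also without cKOt_ZT16 replicate 4 (−1.67), 9630001P10Rik without cKOt_ZT16 replicate 2 (−1.37), and Gm13054 without cKOt_ZT4 replicate 1 (1.46) or 2 (1.39) or cKOt_ZT16 replicate 1 (1.36).

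In total 218 of 3432 lncRNAs (6.352%) and 1481 of 16247 mRNAs (9.116%) were called changed with time in cKOt. Of the lncRNAs 69 were higher and 149 lower at ZT16 (68.35% lower, 95% interval 61.73% to 74.46%), and of the mRNAs 678 were higher and 803 lower (odds ratio 0.549, Fisher's exact test across genes p = 7.67e-05, adjusted p = 0.000102). Median folds were 1.88 and 1.36, and the libraries of the times did not overlap for 498 lncRNAs (14.51%) and 3261 mRNAs (20.07%), where chance gives 2.86%. A fit with blocks of consecutive library numbers as a batch left 8 lncRNAs and 208 mRNAs, and in it Per2, Per3, Cry1, Cyp24a1 and all lncRNAs named above except 8430419K02Rik were no longer called. Only the blocks of numbers 1 to 12 and 37 to 48 held both cKOt times, with 1 library of each. The lost calls therefore do not show a batch effect. Without single libraries, 77 (cKOt_ZT4 replicate 3), 87 (cKOt_ZT16 replicate 1), 110 (cKOt_ZT4 replicate 1), 119 (cKOt_ZT16 replicate 4), 127 (cKOt_ZT4 replicate 4) and 137 lncRNAs (cKOt_ZT16 replicate 2) were called, and 697 (cKOt_ZT16 replicate 1), 713 (cKOt_ZT4 replicate 3), 800 (cKOt_ZT4 replicate 4), 904 (cKOt_ZT16 replicate 4) and 917 mRNAs (cKOt_ZT4 replicate 1). Without cKOt_ZT16 replicate 3, 50.8% of called mRNAs were higher. Scaling factors from lncRNAs alone, which shift the median of all genes by 0.061 (log2), gave 64.9% for mRNAs and 48.89% for lncRNAs.

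The third comparison asks what the loss of tubular Bmal1 changes in the light phase. Cry1 was 10-fold higher in cKOt than in Ctrl at ZT4 (2.73 CPM ± 0.244 to 27.3 CPM ± 1.11, log2 3.33 ± 0.07, adjusted p = 7.41e-15). Dbp was 11-fold lower (46.5 CPM ± 13.1 to 4.24 CPM ± 0.796, log2 −3.46 ± 0.29, adjusted p = 5.77e-07), Nr1d1 6.07-fold (71 CPM ± 6.54 to 11.7 CPM ± 2.26, adjusted p = 1.7e-06) and Ciart, a repressor of the clock, 21-fold (adjusted p = 3.15e-06). Cyp2a5, a cytochrome P450 that hydroxylates coumarin, fell from 88.1 CPM ± 36.1 to 6.92 CPM ± 0.900 (12.7-fold lower, adjusted p = 3.09e-07). The gamma chain of fibrinogen, Fgg, rose from 8.10 CPM ± 5.31 to 55.1 CPM ± 12.5 (6.82-fold, adjusted p = 4.4e-05).

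Of 27 core clock genes, 7 were higher and 8 lower in cKOt at ZT4 (9 and 10 adjusted over the list alone; camera adjusted p = 0.803). Clock itself was 1.4-fold higher (adjusted p = 0.0224), a call that ended without Ctrl_ZT4 replicate 4 (log2 0.40) or cKOt_ZT4 replicate 3 (0.40) or 4 (0.49). Among the 16 clock genes of the study, which are not independent evidence, 6 were higher and 4 lower (7 and 4 adjusted over the list alone; camera adjusted p = 0.0895). Of 39 genes of xenobiotic metabolism 3 were higher and 11 lower (3 and 15 adjusted over the list alone; median log2 −0.26; camera adjusted p = 0.000909; adjusted p = 0.433 with an estimated correlation), among them Cyp2a4, a steroid hydroxylase (399 CPM ± 141 to 55.5 CPM ± 10.7, 7.18-fold lower), and Cyp27b1, which activates vitamin D (3.97-fold lower, adjusted p = 0.0057). Fatty acid oxidation genes were lower in 11 of 27 cases and higher in none (3 higher and 13 lower adjusted over the list alone; median log2 −0.31; camera adjusted p = 8.84e-06; adjusted p = 0.344 with an estimated correlation), with Acadl, a dehydrogenase of the oxidation spiral, at 363 CPM ± 25.7 and 226 CPM ± 13.6. Of 20 cholesterol synthesis genes 1 was higher, Idi1, and 4 were lower (1 and 6 adjusted over the list alone; camera adjusted p = 0.00951; adjusted p = 0.823 with an estimated correlation). The mitochondrially encoded mRNAs fell in 6 of 13 cases (9 adjusted over the list alone; median log2 −0.40; camera adjusted p = 3.88e-07; adjusted p = 0.1 with an estimated correlation), mt-Nd5 from 12930 CPM ± 584 to 9264 CPM ± 499. Of 22 regulators of sodium transport 4 rose, among them Agt (29.2 CPM ± 4.13 to 50.7 CPM ± 2.65), Tsc22d3 and Cab39l (4 adjusted over the list alone; camera adjusted p = 0.257). The call of Tsc22d3 (log2 0.58) ended without Ctrl_ZT4 replicate 6 or cKOt_ZT4 replicate 1, 2 or 3 (0.53 to 0.58), and that of Cab39l (log2 0.23) without any library except cKOt_ZT4 replicate 2 (0.21 to 0.24).

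Genes of the extracellular matrix were lower in cKOt at ZT4 in 8 of 20 cases and higher in none (14 lower adjusted over the list alone; median log2 −0.56; camera adjusted p = 2.5e-08; adjusted p = 0.687 with an estimated correlation). Fibronectin, Fn1, fell from 39.4 CPM ± 4.52 to 19.5 CPM ± 2.63 (adjusted p = 0.00071) and collagen Col1a1 from 15.0 CPM ± 6.14 to 6.86 CPM ± 1.42 (adjusted p = 0.0213). The call of Col1a1 ended without Ctrl_ZT4 replicate 4 (log2 −0.80), whose 24.2 CPM stood above the 11.1 to 12.5 CPM of its group, or cKOt_ZT4 replicate 3 (−1.04) or 4 (−1.07). Myeloid markers were lower in 2 of 16 cases, Cd209a and Itgam (9 adjusted over the list alone; median log2 −0.38; camera adjusted p = 1.44e-05; adjusted p = 0.687 with an estimated correlation). None of 11 markers of mesangial cells, pericytes and smooth muscle passed over all genes and 6 were lower adjusted over the list alone (median log2 −0.52; camera adjusted p = 0.00143; adjusted p = 0.795 with an estimated correlation). Of 6 urothelial markers Upk2 was lower (3 adjusted over the list alone; camera adjusted p = 0.0193; adjusted p = 0.823 with an estimated correlation), a list call that ended without Ctrl_ZT4 replicate 3 (adjusted p = 0.088) or 4 (0.0865) or cKOt_ZT4 replicate 2 (0.0693). Of 7 markers of the distal convoluted and connecting tubule 1 was higher, Slc8a1 (5 adjusted over the list alone; camera adjusted p = 0.01; adjusted p = 0.687 with an estimated correlation), and of 20 heat shock genes 1 was lower, Hsph1 (1 adjusted over the list alone; camera adjusted p = 0.013; adjusted p = 0.823 with an estimated correlation; adjusted p = 0.272 without Ctrl_ZT4 replicate 3). Upk2 itself (log2 −1.08) was not called without Ctrl_ZT4 replicate 3 or 4 or any cKOt_ZT4 library (−1.19 to −0.77), nor Hsph1 (log2 −0.60) without Ctrl_ZT4 replicate 3 or 6 or any cKOt_ZT4 library (−0.65 to −0.34).

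Among called mRNAs without overlap between the genotypes, the highest log2 fold changes in cKOt at ZT4 belonged to Vmn1r32, a vomeronasal receptor, Fhad1 (0.194 CPM ± 0.0262 to 6.15 CPM ± 0.779, 31.3-fold), the amino acid transporter Slc7a12 (1.1 CPM ± 0.485 to 23.8 CPM ± 10.5, 21.3-fold), the homeobox gene Cdx4 (14.2-fold), the water channel Aqp8 (11.7-fold) and Loxl4, a lysyl oxidase (2.72 CPM ± 0.497 to 30 CPM ± 2.10, 11-fold). Vmn1r32 (chromosome 6, 66529164 to 66537080) had 3, 8, 1 and 0 counts in the Ctrl_ZT4 libraries, and 805 to 8426 counts in the cKOt libraries of both times. The lowest were Ciart, Cyp2a5, Dbp, Cyp2a4, Anks1b (6.46-fold lower) and albumin, Alb (6.92 CPM ± 1.26 to 1.09 CPM ± 0.696). Among lncRNAs 4930459C07Rik (chromosome 10, 95999842 to 96137247) rose from 0.0165 CPM ± 0.0157 to 0.273 CPM ± 0.0435 (log2 4.09 ± 0.36, adjusted p = 3.54e-07) and A530001N23Rik (chromosome 13, 60631318 to 60656602) from 0.378 CPM ± 0.108 to 3.75 CPM ± 1.09 (9.73-fold, adjusted p = 3.54e-07). They were joined by 5730437C11Rik (0.00963 to 0.158 CPM), Gm33694 (log2 2.56), Gm43948 (2.46) and Gm9961 (2.40). Gm4208 (chromosome 1, 62860506 to 62898794) fell from 12.6 CPM ± 4.17 to 2.18 CPM ± 0.672 (5.73-fold lower, adjusted p = 3.58e-05), with Gm57314 (log2 −3.34), Gm19744 (−3.15), Gm15441 (−2.60), Gm53058 (−2.12) and D930015M05Rik (−2.12). Gm15441 and D930015M05Rik were no longer called with library-number batches (log2 −2.15 and −2.02).

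At ZT4 115 of 3418 lncRNAs (3.365%) and 1230 of 16268 mRNAs (7.561%) were called changed between genotypes. Of the lncRNAs 76 were higher and 39 lower in cKOt (66.09% higher, 95% interval 56.67% to 74.65%), and of the mRNAs 616 and 614 (odds ratio 1.94, Fisher's exact test across genes p = 0.00121, adjusted p = 0.00121). Median folds of called genes were 2.49 and 1.46. Libraries of the genotypes did not overlap for 369 lncRNAs (10.8%) and 3024 mRNAs (18.59%), where chance gives 2.86%. Factors from lncRNAs alone, which shift the median of all genes by −0.047 (log2), gave 54.87% of called lncRNAs and 37.05% of called mRNAs as higher, and factors from protein-coding genes alone 54.91% of mRNAs. Without Ctrl_ZT4 replicate 4, 74 lncRNAs and 754 mRNAs were called. Over the other settings the counts lay between 55 (library-number batches) and 176 (DESeq2) for lncRNAs and between 416 (test against a fold of 1.2) and 1861 (GC correction, chosen after seeing the data) for mRNAs.

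The same question was asked in the dark phase. Fhad1 was 39.5-fold higher in cKOt at ZT16 (0.131 CPM ± 0.0558 to 5.33 CPM ± 0.665, log2 5.30 ± 0.19, adjusted p = 2.03e-11), Slc7a12 40.8-fold (0.930 CPM ± 0.25 to 39.0 CPM ± 8.31) and Fgg 13.6-fold (3.44 CPM ± 1.15 to 47.5 CPM ± 5.90, adjusted p = 1.68e-06). Cyp2a5 was 21.4-fold lower (149 CPM ± 39.0 to 6.98 CPM ± 2.12, log2 −4.42 ± 0.30, adjusted p = 3.33e-08), the complement gene C4a 12.5-fold (11.6 CPM ± 2.73 to 0.920 CPM ± 0.0986, adjusted p = 4.33e-09) and Angptl4, an inhibitor of lipoprotein lipase and target of PPAR transcription factors, 7.97-fold (34.8 CPM ± 11.6 to 4.33 CPM ± 2.24, adjusted p = 8.69e-05). Slc22a8 (OAT3), which takes organic anions up from blood into the proximal tubule, fell from 365 CPM ± 64.4 to 167 CPM ± 51.5 (2.18-fold lower, adjusted p = 0.000774), and angiotensinogen, Agt, rose from 26.6 CPM ± 6.58 to 62.8 CPM ± 1.54 (2.36-fold, adjusted p = 7.61e-06).

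Cry1 differed less in size between the genotypes at ZT16 than at ZT4 (21.1 CPM ± 0.645 to 34.4 CPM ± 1.38, 1.63-fold, adjusted p = 1.05e-06), a difference tested below as an interaction. Of 27 core clock genes 3 were higher and 10 lower (4 and 12 adjusted over the list alone; camera adjusted p = 0.0667), and of the 16 of the study 3 and 4 (4 and 6 adjusted over the list alone; camera adjusted p = 0.977). Dbp was 2.66-fold lower (adjusted p = 0.00227) and Nr1d2 4.45-fold (adjusted p = 9.21e-08). Nr1d1 (log2 −0.80, adjusted p = 0.0366) was no longer called without Ctrl_ZT16 replicate 1 (−0.67) or 3 (−0.71) or cKOt_ZT16 replicate 1 (−0.74) or 3 (−0.58). Genes of fatty acid oxidation were lower in 15 of 28 cases and higher in 1 (17 and 1 adjusted over the list alone; median log2 −0.39; camera adjusted p = 9e-09; adjusted p = 0.148 with an estimated correlation). Pdk4, which blocks glucose oxidation, fell from 36.5 CPM ± 17.7 to 15.2 CPM ± 1.46 and Cyp4a12a, a fatty acid hydroxylase, from 331 CPM ± 101 to 67.2 CPM ± 55. Cholesterol synthesis genes were lower in 8 of 20 cases and higher in 1 (12 and 1 adjusted over the list alone; median log2 −0.29; camera adjusted p = 0.0012; adjusted p = 0.733 with an estimated correlation), with Insig1 at 82.2 CPM ± 22.8 and 37.7 CPM ± 6.37. Of 39 xenobiotic genes 4 were higher and 13 lower (5 and 16 adjusted over the list alone; median log2 −0.31; camera adjusted p = 0.00123; adjusted p = 0.45 with an estimated correlation). The mitochondrially encoded mRNAs were lower in 7 of 13 cases (9 adjusted over the list alone; median log2 −0.51; camera adjusted p = 1.98e-07; adjusted p = 0.1 with an estimated correlation), mt-Nd5 falling from 14410 CPM ± 403 to 7853 CPM ± 989. Organic ion transporters were lower in 8 of 21 cases and higher in 1 (8 and 1 adjusted over the list alone; median log2 −0.19; camera adjusted p = 0.0693).

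Matrix genes were again lower in cKOt at ZT16 (9 of 20; 13 adjusted over the list alone; median log2 −0.60; camera adjusted p = 4.1e-06; adjusted p = 0.795 with an estimated correlation), with Fn1 at 43.7 CPM ± 2.42 and 18.5 CPM ± 5.77 (adjusted p = 7.19e-05). Beside them, 3 of 16 myeloid markers were lower, Itgam, Cd209a and Cd74 (11 adjusted over the list alone; median log2 −0.45; camera adjusted p = 0.000632; adjusted p = 0.795 with an estimated correlation), and 1 of 11 mesangial, pericyte and smooth muscle markers, Pdgfrb (1 adjusted over the list alone; median log2 −0.32; camera adjusted p = 0.0175; adjusted p = 0.83 with an estimated correlation). The last of these list calls ended without Ctrl_ZT16 replicate 1 (adjusted p = 0.055) or 6 (0.0571) or cKOt_ZT16 replicate 1 (0.0618) or 3 (0.115). Pdgfrb itself (log2 −0.62) lost its call without any of these libraries or Ctrl_ZT16 replicate 3 (−0.65 to −0.47), and Cd209a (log2 −0.54) without Ctrl_ZT16 replicate 1, 3 or 4 or cKOt_ZT16 replicate 2 or 3 (−0.56 to −0.43). Of 27 lncRNAs that host snoRNAs or miRNAs, 7 rose and 1 fell (8 and 1 adjusted over the list alone; median log2 0.15; camera adjusted p = 0.00703; adjusted p = 0.823 with an estimated correlation; adjusted p = 0.161 without Ctrl_ZT16 replicate 1). Snhg6 rose from 4.59 CPM ± 0.626 to 7.03 CPM ± 0.775 (adjusted p = 0.00121), and Mir22hg fell from 47.3 CPM ± 6.55 to 32.7 CPM ± 3.41 (adjusted p = 0.00188).

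The mRNAs at the upper end at ZT16 were Vmn1r32, Slc7a12, Fhad1, Aqp8 (21.2-fold), Loxl4 (2.95 CPM ± 0.861 to 41.2 CPM ± 5.59, 13.9-fold) and Fgg, followed outside this rule by Npas2 (11-fold). For Vmn1r32 the Ctrl_ZT16 libraries held 3, 0, 0 and 0 counts. At the lower end were Thbs4 (1.45 CPM ± 0.562 to 0.0513 CPM ± 0.0274, 29.7-fold lower), Cyp2a5, Anks1b (14.8-fold), Synpr, a synaptic vesicle protein (31.3 CPM ± 15.0 to 2.08 CPM ± 2.07), Angptl7 (29.6 CPM ± 8.36 to 2.10 CPM ± 0.427, 14.1-fold) and C4a. The call of Synpr ended without cKOt_ZT16 replicate 1 (log2 −3.52). Among lncRNAs 9030625G05Rik (chromosome 18, 75105834 to 75114618) rose from 0.116 CPM ± 0.0783 to 1.55 CPM ± 0.178 (12.8-fold, log2 3.68 ± 0.26, adjusted p = 7.35e-08), A530001N23Rik from 0.38 CPM ± 0.125 to 3.38 CPM ± 0.387 (8.62-fold, adjusted p = 1.67e-07) and 4930459C07Rik from 0.0124 CPM ± 0.00835 to 0.178 CPM ± 0.0257 (adjusted p = 1.82e-06). The others at this end were 5730437C11Rik (0.00397 to 0.185 CPM), Gm9961 (log2 3.71) and 5033403H07Rik (log2 3.19). Gm10787, which rose at ZT16 in Ctrl, was 10.8-fold lower in cKOt (2.96 CPM ± 0.816 to 0.276 CPM ± 0.0917, log2 −3.44 ± 0.23, adjusted p = 3.85e-08). With it at the lower end stood Gm19744 (log2 −3.17), Gm15441 (−2.81), Gm10032 (−2.62), Gm44040 (−2.54) and Gm20743 (−2.52). Neat1 (log2 0.23 ± 0.10, adjusted p = 0.186) and Malat1 (0.20 ± 0.24, adjusted p = 0.652) did not pass.

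**Figure D2:**
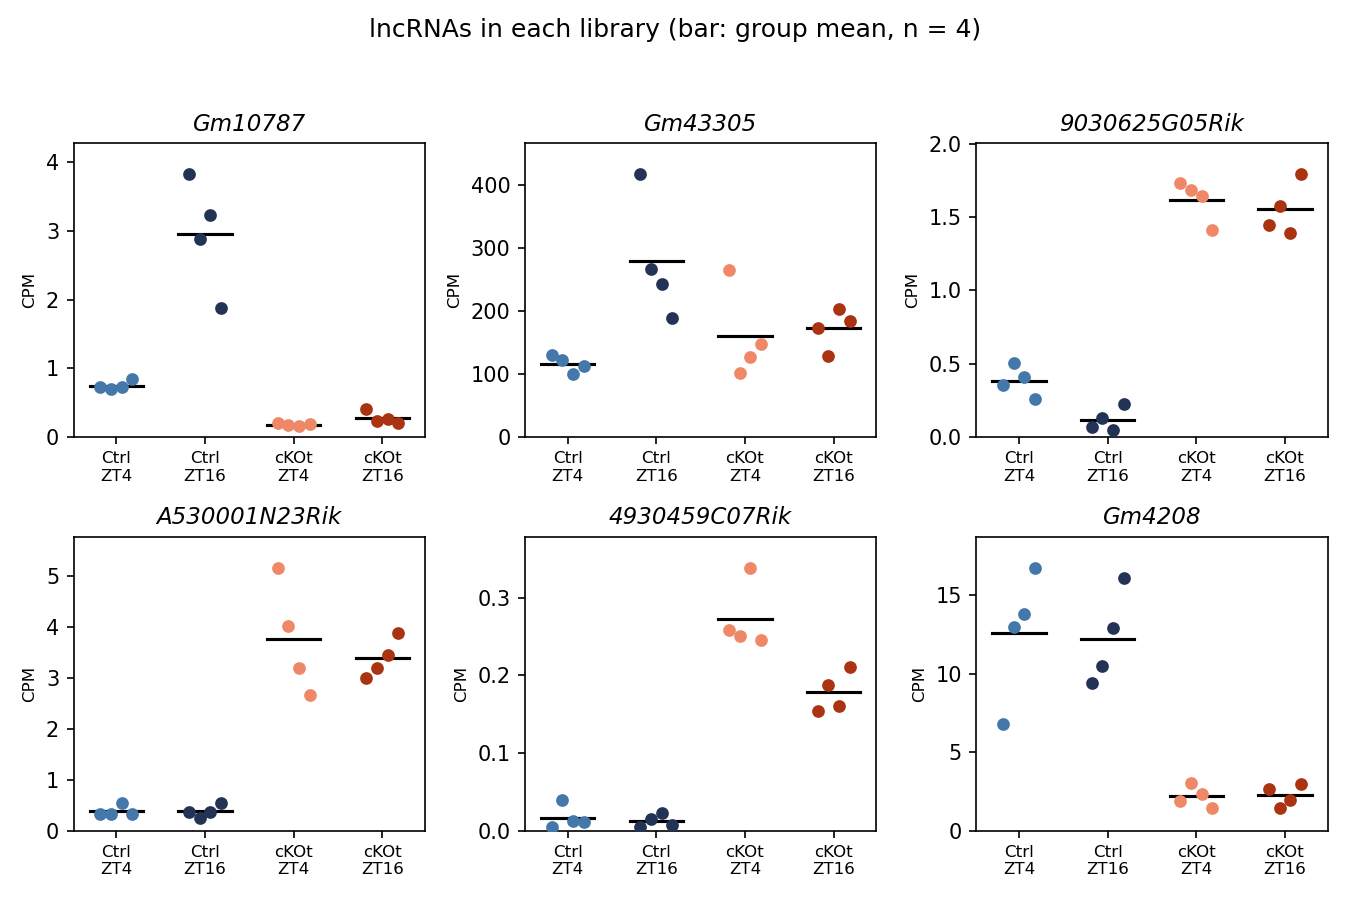
Abundance (CPM) of the lncRNAs Gm10787, Gm43305, 9030625G05Rik, A530001N23Rik, 4930459C07Rik and Gm4208 in each library, by genotype and time. Gm10787 averages 2.96 CPM in Ctrl_ZT16 and 0.276 CPM in cKOt_ZT16, and A530001N23Rik is higher in all cKOt libraries than in all Ctrl libraries.

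At ZT16 283 of 3374 lncRNAs (8.388%) and 2207 of 16250 mRNAs (13.58%) were called changed between genotypes. Of the lncRNAs 194 were higher and 89 lower in cKOt (68.55% higher, 95% interval 62.79% to 73.92%), whereas of the mRNAs 809 were higher and 1398 lower (63.34% lower, 61.29% to 65.36%; odds ratio 3.76, Fisher's exact test across genes p = 2.49e-24, adjusted p = 9.96e-24). Median folds were 1.9 and 1.42, and libraries did not overlap for 435 lncRNAs (12.89%) and 2373 mRNAs (14.6%), where chance gives 2.86%. These directions depend on scaling: factors from lncRNAs alone, which shift the median of all genes by −0.14 (log2), gave 40.47% of called lncRNAs and 10.09% of called mRNAs as higher, and factors from protein-coding genes alone 75.91% and 52.42%. The trend of abundance with GC content was 0.369 per 10 points of GC in Ctrl_ZT16 replicate 1 and −0.105 to −0.0417 in the other Ctrl_ZT16 libraries. Without Ctrl_ZT16 replicate 1, 3330 mRNAs were called, without cKOt_ZT16 replicate 1, 1453 mRNAs and 150 lncRNAs, and without Ctrl_ZT16 replicate 3 or 4, 167 or 188 lncRNAs. Other settings gave as few as 131 lncRNAs and 677 mRNAs (test against a fold of 1.2) and as many as 4003 mRNAs (factors from lncRNAs alone).

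**Figure D3:**
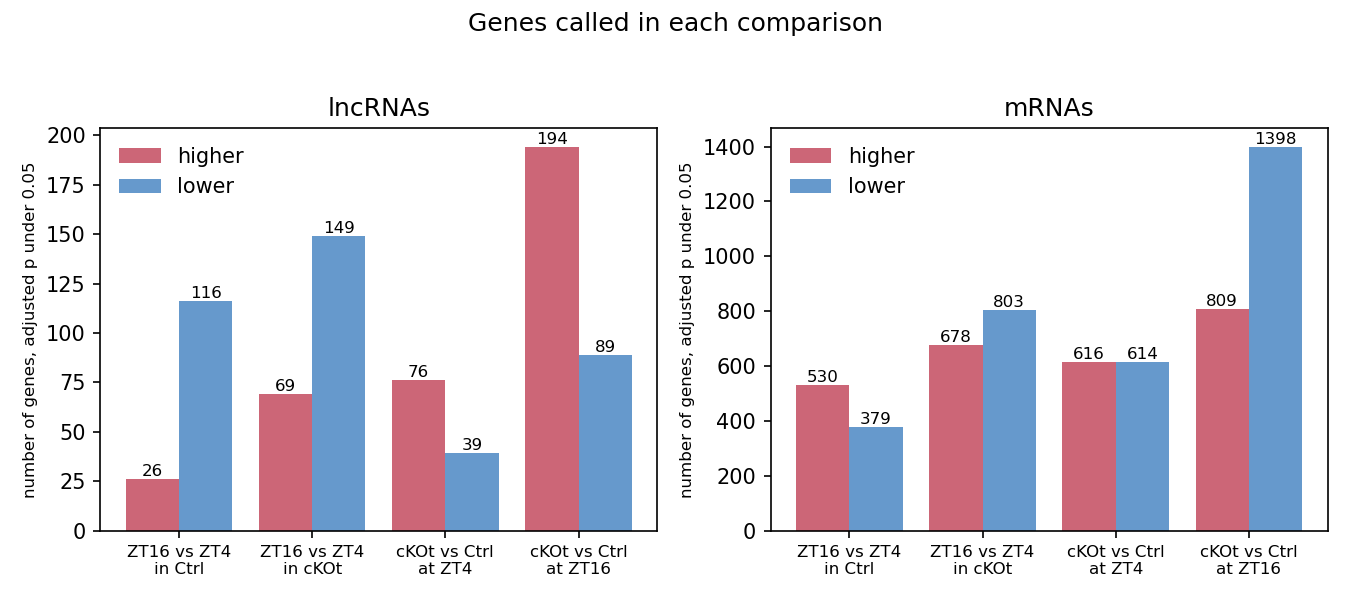
Number of lncRNAs and mRNAs called higher and lower (bars side by side in different colours) in each of the 4 comparisons. In Ctrl 26 lncRNAs are higher and 116 lower at ZT16, and at ZT16 194 are higher and 89 lower in cKOt.

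**Figure D4:**
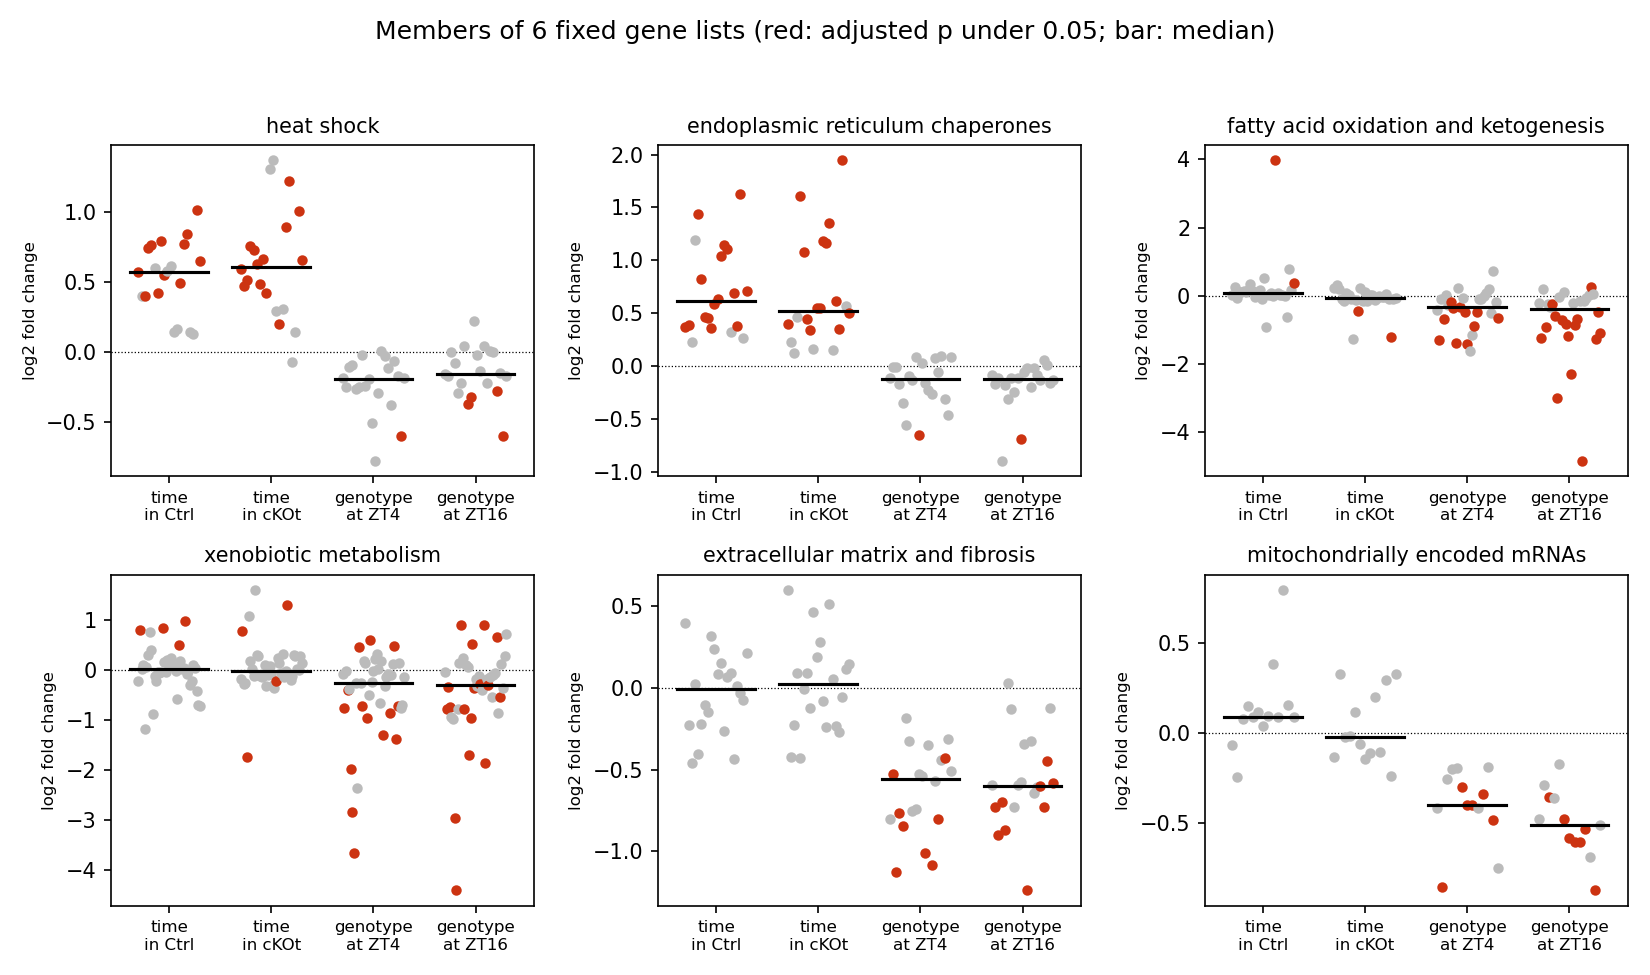
Log2 fold changes of the members of 6 gene lists in the 4 comparisons, with members past the threshold in red and a bar at the median. Heat shock genes and endoplasmic reticulum chaperones lie above 0 in both time comparisons (medians 0.57 and 0.61 in Ctrl), and fatty acid oxidation genes lie mostly below 0 in both genotype comparisons (medians −0.31 and −0.39).

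Few genes passed the test of whether the time effect itself differed between genotypes. In simulated data with changes of 1.5-fold, 2-fold and 4-fold, this test recovered 0%, 18.2% and 40.6% of lncRNAs. Of mRNAs it recovered 44.1%, 62.5% and 93.8%. A small number of calls, of lncRNAs above all, therefore does not show that few genes differ. Cry1 rose 7.75-fold in Ctrl and 1.26-fold in cKOt (interaction log2 −2.62 ± 0.09, adjusted p = 3e-11). Lingo4 had an interaction as well (log2 −2.21 ± 0.22, adjusted p = 8.88e-05). Hao2, a peroxisomal hydroxyacid oxidase, averaged 128 and 66.3 CPM at ZT4 and ZT16 in Ctrl, and 835 CPM at both times in cKOt (log2 0.95, adjusted p = 0.0253). Past the threshold were also Rhobtb1 (log2 −0.91, adjusted p = 0.0113), Lonrf3 (−1.29, adjusted p = 0.0225), Klhl6 (−1.03, adjusted p = 0.028) and the lncRNAs 2010204K13Rik (chromosome X, 7214684 to 7340328; 0.78, adjusted p = 0.0386) and 9830132P13Rik (adjusted p = 0.0104), whose group means of 0 to 0.0172 CPM lie near the limit of detection. For Nr1d1 (log2 1.80, adjusted p = 0.0695), Dbp (2.05, adjusted p = 0.0784), Nfil3 (−2.10, adjusted p = 0.137) and Npas2 (0.20, adjusted p = 0.939) the interaction did not pass. The first of these passed without Ctrl_ZT16 replicate 1 (1.94) or cKOt_ZT16 replicate 3 (2.02), Dbp without Ctrl_ZT16 replicate 1 (2.18) or 3 (2.26), and Nfil3 without Ctrl_ZT16 replicate 1 (−2.33).

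In total 2 of 3596 lncRNAs and 7 of 16434 mRNAs had an interaction by edgeR, 318 and 1275 at an unadjusted p under 0.05, and 13 and 60 by DESeq2. In their own family of tests, camera called the core clock genes as lower (adjusted p = 0.00818; adjusted p = 0.697 with an estimated correlation), the 16 clock genes of the study as lower (0.00282; adjusted p = 0.114 with an estimated correlation), fatty acid oxidation genes as lower (0.00616; adjusted p = 0.697 with an estimated correlation) and the snoRNA and miRNA hosts as higher (0.00804; adjusted p = 0.697 with an estimated correlation). Over all genes, 2 members of these lists passed, among them Cry1. Adjusted over the list alone, 5 of the 27 core clock genes were higher and 6 lower, 2 of the 16 were higher and 5 lower, 5 fatty acid oxidation genes were lower and 1 host lncRNA was higher. Without Ctrl_ZT16 replicate 1, 6 lncRNAs and 33 mRNAs were called. Omission of Ctrl_ZT4 replicate 5 left 0 lncRNAs and 4 mRNAs, of Ctrl_ZT4 replicate 4, 4 and 3, of Ctrl_ZT16 replicate 4, 0 and 4, of Ctrl_ZT16 replicate 6, 5 lncRNAs, and of cKOt_ZT16 replicate 4, 1 and 4. A single lncRNA was left without Ctrl_ZT4 replicate 3, cKOt_ZT4 replicate 2 or 4, Ctrl_ZT16 replicate 3 or cKOt_ZT16 replicate 1 or 3. Cry1 and Lingo4 passed without each single library, Rhobtb1 without each except Ctrl_ZT4 replicate 4 (log2 −0.83), and 9830132P13Rik without each except Ctrl_ZT4 replicate 5 or Ctrl_ZT16 replicate 4. Lonrf3 ended without Ctrl_ZT4 replicate 4 or 5, cKOt_ZT4 replicate 1, Ctrl_ZT16 replicate 4 or cKOt_ZT16 replicate 2 or 4 (−1.27 to −1.19), and Hao2 without Ctrl_ZT4 replicate 3, 4 or 5, cKOt_ZT4 replicate 1 or 2, Ctrl_ZT16 replicate 4 or 6 or cKOt_ZT16 replicate 4 (0.92 to 0.97). Klhl6 (−1.07 to −0.98 elsewhere) passed only without Ctrl_ZT4 replicate 6, Ctrl_ZT16 replicate 1, 3 or 6 or cKOt_ZT16 replicate 2, and 2010204K13Rik (0.72 to 0.81 elsewhere) only without Ctrl_ZT4 replicate 4, cKOt_ZT4 replicate 1 or Ctrl_ZT16 replicate 1 or 6.

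Most genotype effects went the same way at both times. Across genes, which are not independent replicates, the log2 fold changes of genotype at ZT4 and ZT16 correlated with r = 0.636 over 16084 mRNAs (rho 0.522) and r = 0.473 over 3196 lncRNAs (rho 0.342; r = 0.776 for lncRNAs of at least 1 CPM). At both times 378 mRNAs were higher, where 30.6 are expected by chance, and 431 lower, where 52.9 are expected. For lncRNAs these were 51 (4.22 expected) and 30 (1.05 expected), and none was called in opposite directions. Time effects in Ctrl and cKOt correlated with r = 0.454 for mRNAs and 0.329 for lncRNAs (0.575 for those of at least 1 CPM). Of the mRNAs 225 rose (22.1 expected) and 202 fell (18.5 expected) in both genotypes, of the lncRNAs 9 (0.495 expected) and 39 (5.03 expected), again with none in opposite directions.

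The share of all counts that fell on lncRNAs was 0.809% ± 0.0404 in Ctrl_ZT4, 0.900% ± 0.0666 in cKOt_ZT4, 0.773% ± 0.0366 in Ctrl_ZT16 and 0.907% ± 0.0203 in cKOt_ZT16 (SD, n = 4). At ZT16 the genotypes did not overlap, a difference of 0.134 percentage points (exact permutation p = 0.0286, the smallest possible with 4 against 4; adjusted p = 0.114 over 4 comparisons). The differences between genotypes at ZT4 (0.0909, exact permutation p = 0.0857, adjusted p = 0.171), between times in Ctrl (−0.0366, p = 0.2 by exact permutation, adjusted p = 0.267) and between times in cKOt (0.00676, exact permutation p = 0.886, adjusted p = 0.886) did not pass. With Malat1 and Neat1 left out, the genotype difference at ZT16 was 0.0772 and the time difference in cKOt −0.027. Within blocks of consecutive library numbers, which mostly held 1 library per group, the genotype difference was 0.193 and 0.105 at ZT16 and 0.126 and 0.0398 at ZT4. In the same blocks the time difference was −0.104, −0.0709 and 0.0206 in Ctrl and −0.0364 and −0.00478 in cKOt.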

Values the study reported

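In its deeply sequenced whole-kidney libraries, the study reported that 222 lncRNAs (6.3%) and 1228 mRNAs (7.5%) differed between ZT4 and ZT16 in Ctrl mice. About 82% of those lncRNAs were more abundant at ZT4. Between cKOt and Ctrl mice it reported 180 lncRNAs (5.1%) and 1774 mRNAs (10.9%) at ZT4. At ZT16 the corresponding values were 380 lncRNAs (10.8%) and 2556 mRNAs (15.7%).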

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

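The tests of the 3 patterns below and the random splits were fixed in writing before their results were seen, except for the GC correction, which was chosen after seeing the data.

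Called lncRNAs of Ctrl mice were mostly lower at ZT16 than at ZT4 (116 of 142), while most called mRNAs were higher (530 of 909). Low abundance of lncRNAs was argued against as the whole cause in these libraries, since the median log2 fold change of lncRNAs minus that of mRNAs matched on mean CPM was −0.087 (−0.101 to −0.074 over 100 draws, 3177 to 3193 of 3367 lncRNAs matched), against −0.17 without matching, so that abundance may account for part of it. The range over draws covers the choice of mRNAs in the same libraries and not the spread between mice. Reads of overlapping genes and GC-content bias were argued against as well, with 78.3% lower among called lncRNAs that overlap no protein-coding gene and 85.3% lower with the GC trend removed. What stays open is the reference, since these counts are relative. Scaling by lncRNAs alone centres the lncRNAs, so that the 50.59% of called lncRNAs higher at ZT16 follow from the scaling and decide nothing. The direction may be an effect of time of day on lncRNAs relative to mRNAs, a hypothesis that these counts cannot turn into absolute amounts.

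Vmn1r32 was at or near 0 in Ctrl (12 counts over the Ctrl_ZT4 libraries and 3 over the Ctrl_ZT16 libraries) and present in every cKOt library (805 to 8426 counts). Reads shared with a neighbouring or near-identical gene were argued against, since 0 of the few genes tested (1 within 100 kb and 7 of the V1r family) rose by 2-fold or more at both times. A transgene insertion or a linked haplotype beside the gene cannot be told apart from an effect of Bmal1, because cKOt mice carry transgenes that Ctrl mice lack. Within 2 Mb, 2 of 15 tested genes (13.3%), among them Tnip3 (log2 −0.97 and −0.95), changed with genotype at both times, against 890 of 19280 (4.62%) among all genes tested at both times. A biological effect of tubular Bmal1 on Vmn1r32 remains untested.

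Exchanging Ctrl_ZT16 replicate 1 and cKOt_ZT16 replicate 3 between the genotypes left 1877 called mRNAs, against 2207 for the real groups, with 364 genes shared. Exchanged labels were argued against, since 84.3% and 89.2% of 1230 mRNAs called for genotype at ZT4 lay nearer to the libraries' own genotype. GC-content bias may account for most of these calls. The exchanged grouping splits libraries by the sign of the GC trend (0.052 to 0.369 against −0.105 to −0.042). Its higher and lower genes had a median GC of 56.6% and 44.2%. Removing the trend left 528 called mRNAs (28.1% of 1877) and raised the real count to 3245. The trends ranged from −0.266 (cKOt_ZT4 replicate 3) to 0.369 (Ctrl_ZT16 replicate 1) per 10 points of GC, and correlated with the second principal component (21.9% of the variance; r = −0.837, permutation p = 4e-05; r = −0.736 without these libraries). Group means of the trend were 0.042 ± 0.219 in Ctrl_ZT16 and 0.062 ± 0.079 in cKOt_ZT16 (SD, n = 4).

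Among the splits of the same libraries into groups of 4, only the real split gave as many called genes in each comparison of time or genotype. This share (1 of 35) is the smallest possible, so it argues against chance but cannot exclude it. The other splits also mix the real groups, which raises the spread within each group and lowers their counts. The real counts and the highest of the others were 142 and 1 lncRNAs and 909 and 174 mRNAs for time in Ctrl, 218 and 5 lncRNAs and 1481 and 36 mRNAs for time in cKOt, 115 and 1 lncRNAs and 1230 and 1 mRNAs for genotype at ZT4, and 283 and 32 lncRNAs and 2207 and 1877 mRNAs for genotype at ZT16. For the interaction, 5 of 100 splits gave as many lncRNAs (2, highest other 76) and 3 of 100 as many mRNAs (7, highest other 103), but these splits do not decide about chance. A split that moves more libraries between the times in one genotype than in the other carries the effect of time itself into the interaction. The split with 76 lncRNAs and 103 mRNAs exchanged the times of all 8 Ctrl libraries and of 2 cKOt libraries.

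The time effect differed between genotypes, by the interaction term, among others for Cry1 (−2.621), Lingo4 (−2.214), Rhobtb1 (−0.914), Lonrf3 (−1.294), Hao2 (0.951), Klhl6 (−1.031) and 2010204K13Rik (0.784, all log2). For 9830132P13Rik the fitted value of −6.607 is no measured size, since its group means were 0 to 0.0172 CPM.

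In 11 of 134 sets of 4 libraries (8.21%, where chance gives about 5%) a library stood far from the other 3. For the GC trend this was Ctrl_ZT16 replicate 1 (0.369, others −0.105 to −0.0417). In Ctrl_ZT4 they were replicate 6 for Gm10787 (0.849 CPM, others 0.693 to 0.719) and Hao2 (108 CPM, others 133 to 137), replicate 4 for Col1a1 (24.2 CPM, others 11.1 to 12.5) and replicate 5 for A530001N23Rik (0.539 CPM, others 0.323 to 0.325). In cKOt_ZT4 they were replicate 3 for 4930459C07Rik (0.338 CPM, others 0.246 to 0.258) and replicate 4 for Lingo4 (3.04 CPM, others 2.38 to 2.48). At ZT16 they were Ctrl replicate 6 for Npas2 (8.91 CPM, others 2.68 to 2.84), cKOt replicate 3 for Creld2 (55.7 CPM, others 40.8 to 41.5) and Dbp (3 CPM, others 4.37 to 4.57), and cKOt replicate 2 for Neat1 (2000 CPM, others 1530 to 1590).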

How the results depend on the processing

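Omission of the library of highest Bmal1 count in each Ctrl group was chosen after seeing the data. So were omission of the pair lowest on the second principal component and GC correction. The other alternatives were chosen before. Named genes that passed the main test kept their direction in all alternatives run, whereas among those that did not pass, the sign of Bmal1, Npas2, Dbp, Malat1 and Neat1 turned in single comparisons. Under other settings 3204 values stayed on their side of the threshold, 313 lost their call and 19 gained one, and with 1 library left out these were 1633, 274 and 7. Gene list calls kept their side in 51 cases and lost it in 42 under other settings, and in 224 and 24 with 1 library left out. With an estimated correlation, camera called 0 lists. At this depth a count of 0 does not show absence, since it allows 0.00665 to 0.013 CPM, and with any count 6550 lncRNAs were detected in Ctrl. Except where an alternative tests fewer genes, uses fewer libraries or asks for a larger fold, the cause was not tested.

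DESeq2 called 252 lncRNAs for time in Ctrl, 176 for genotype at ZT4, and 13 lncRNAs and 60 mRNAs in the interaction, and the share of called mRNAs that were higher was 49.91% for time in cKOt, 45.06% for genotype at ZT4 and 38.83% at ZT16. TMM factors from lncRNAs alone gave 85 lncRNAs and 3428 mRNAs for time in Ctrl, 980 mRNAs for time in cKOt, 4003 mRNAs for genotype at ZT16 and 1 lncRNA in the interaction. The shares higher were then 50.59%, 48.89%, 54.87% and 40.47% of lncRNAs and 93.44%, 64.9%, 37.05% and 10.09% of mRNAs, in the order time in Ctrl, time in cKOt, genotype at ZT4 and at ZT16. Factors from protein-coding genes alone gave 44.4% of mRNAs higher for time in Ctrl, 54.91% for genotype at ZT4, 52.42% at ZT16, 75.91% of lncRNAs at ZT16 and 4 lncRNAs in the interaction.

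Without a filter, 126 lncRNAs were called for time in cKOt, with 57.85% of mRNAs higher there, 44.94% for genotype at ZT4 and 42.45% at ZT16. The interaction then had 0 lncRNAs by edgeR (318 at an unadjusted p under 0.05 and 13 by DESeq2 with the usual filter) and 21 mRNAs. With at least 50 counts, 50.18% of mRNAs were higher for time in Ctrl, and 46.64% of mRNAs and 79.75% of lncRNAs for genotype at ZT16. A model of only the 8 libraries compared called 54 lncRNAs and 345 mRNAs for time in Ctrl, 125 lncRNAs for time in cKOt, and 178 lncRNAs and 1151 mRNAs for genotype at ZT16. The shares higher were 38.4% of lncRNAs and 56.27% of mRNAs for time in cKOt and 43.12% and 45.44% of mRNAs for genotype at ZT4 and ZT16.

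Whether replicate numbers pair mice is unclear. Over 13824 genes, 17 pairs of libraries sharing a number had a median correlation of 0.193 (−0.513 to 0.44). It was −0.044 (−0.59 to 0.49) for the other 79 pairs, and 3 of 16 libraries correlated best with their own number. With the replicate number as a block, 24 lncRNAs and 337 mRNAs were called for time in Ctrl (63.5% of mRNAs higher), 187 lncRNAs for genotype at ZT16 (75.4% higher), and 0 lncRNAs and 15 mRNAs in the interaction, with 52.7% of mRNAs higher for time in cKOt. Blocks of 12 library numbers as a batch left 71, 8, 55 and 139 lncRNAs in the order above and 208 mRNAs for time in cKOt, 586 for genotype at ZT4, and 0 lncRNAs and 4 mRNAs in the interaction. The shares higher were 28.17% and 25% of lncRNAs for time in Ctrl and cKOt, and 53.92% and 31.45% of mRNAs for genotype at ZT4 and ZT16.

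Without mitochondrial and the 20 most abundant genes, 53.84% of mRNAs were higher for time in cKOt, 46.97% for genotype at ZT4 and 40.58% at ZT16, and 4 lncRNAs had an interaction. Among lncRNAs overlapping no protein-coding gene, 60 were called for time in Ctrl, 119 for time in cKOt (21.85% higher) and 136 for genotype at ZT16 (59.56% higher). Against a fold of 1.2, 40, 62, 63 and 131 lncRNAs and 118, 196, 416 and 677 mRNAs passed in the order above, and 1 lncRNA and 3 mRNAs in the interaction, with 51.69% of mRNAs higher for time in Ctrl and 39.29% of mRNAs and 62.6% of lncRNAs for genotype at ZT16.

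Without the library of highest Bmal1 count in each Ctrl group, 33 lncRNAs and 302 mRNAs were called for time in Ctrl (62.25% of mRNAs higher), 5 lncRNAs in the interaction, and 43% of mRNAs and 74.49% of lncRNAs were higher for genotype at ZT16. Without the pair apart on the second principal component, 90 lncRNAs were called for time in Ctrl, 129 for time in cKOt and 19 mRNAs in the interaction, and 62.4%, 52% and 44.35% of mRNAs were higher for time in Ctrl, time in cKOt and genotype at ZT16, with 58.03% of lncRNAs in the last. GC correction gave 1681, 2339 and 1861 mRNAs for time in Ctrl, time in cKOt and genotype at ZT4, with 51.16% of mRNAs higher for time in Ctrl and 42.59% for genotype at ZT16, and 7 lncRNAs and 21 mRNAs in the interaction. Among genes of at least 1 CPM, genotype effects at the 2 times correlated with 0.776 (lncRNAs) and 0.784 (mRNAs) and time effects with 0.575 (lncRNAs), and by Spearman's rho genotype effects on lncRNAs with 0.342.

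With each library left out in turn, the counts lay between 37 and 165 lncRNAs (18.18% to 24.32% higher) and 366 and 1023 mRNAs (54.93% to 62.85%) for time in Ctrl. For time in cKOt they were 77 to 161 (24.84% to 40.88%) and 697 to 1750 (42.38% to 50.8%, most of them higher only without cKOt_ZT16 replicate 3). For genotype they were 74 to 98 (58.16% to 68.89%) and 754 to 1157 (45.63% to 54.71%) at ZT4, and 150 to 270 (62.02% to 75.2%) and 1453 to 3330 (34.26% to 44.65%) at ZT16. The interaction had 0 to 6 lncRNAs (0 without Ctrl_ZT4 replicate 5 or Ctrl_ZT16 replicate 4) and 3 to 33 mRNAs. Differences in the lncRNA share were −0.0531 to −0.0241 and −0.024 to 0.029 for time in Ctrl and cKOt, and 0.0686 to 0.122 and 0.122 to 0.151 for genotype at ZT4 and ZT16. Genotype effects correlated with 0.452 to 0.493 (lncRNAs) and 0.559 to 0.674 (mRNAs), and time effects with 0.261 to 0.349 and 0.315 to 0.519.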

Other observations

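All tests in this part were planned. The 3 chains of fibrinogen, a clotting protein made mainly in the liver, were higher in cKOt at both times. Besides Fgg, Fga rose from 19.5 CPM ± 5.45 to 97.8 CPM ± 14.3 at ZT4 (adjusted p = 3.23e-05) and from 22.9 CPM ± 10.8 to 81.7 CPM ± 11.7 at ZT16 (adjusted p = 0.000179), and Fgb from 1.0 CPM ± 0.53 to 4.45 CPM ± 0.713 and from 0.775 CPM ± 0.171 to 3.8 CPM ± 0.424. The list of tubular injury genes that holds them was not called, and at ZT16 its median log2 fold change (−0.26) and its mean (0.03) differed in sign, as did those of androgen-responsive genes (−0.33 and 0.21).

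Further lists were called by camera in no comparison. In the order time in Ctrl, time in cKOt, genotype at ZT4 and genotype at ZT16, their members higher/lower by edgeR, with those adjusted over the list alone in parentheses, were as follows. Among transport and metabolism, these were sodium, chloride and potassium transport (25 genes) 2/1, 4/0, 0/2, 3/3 (2/1, 4/3, 1/5, 4/5), water channels and vasopressin signalling (14 genes) 2/0, 2/0, 1/2, 2/3 (2/0, 5/1, 1/4, 3/3), gluconeogenesis and glucose transport (17 genes) 1/1, 1/1, 1/0, 1/1 (2/1, 2/1, 3/2, 2/1), glycolysis (23 genes) 0/0, 1/1, 1/3, 1/4 (0/0, 3/1, 1/4, 1/5), cold-inducible RNA-binding proteins (2 genes) 0/1, 1/1, 0/0, 0/0 (1/1, 1/1, 0/0, 0/0) and organic ion transport (21 genes) 0/0, 0/1, 1/1, 1/8 (0/0, 0/0, 1/1, 1/8). Among other processes, these were cell cycle (24 genes) 1/0, 0/0, 1/2, 2/2 (1/0, 0/0, 1/2, 2/2), interferon response (21 genes) 0/0, 0/1, 0/0, 0/2 (0/0, 0/1, 0/0, 0/2), characterised lncRNAs (38 genes) 0/1, 3/3, 0/0, 3/1 (0/1, 3/4, 0/0, 4/1), androgen-responsive genes (12 genes) 0/0, 0/1, 3/2, 4/6 (0/0, 0/2, 4/3, 4/6) and tubular injury (26 genes) 1/1, 2/0, 3/2, 4/2 (1/1, 3/1, 4/9, 4/4). For markers of other tissues and of cells outside the tubule, these were blood (6 genes) 0/0, 0/0, 0/1, 0/0 (0/0, 0/0, 0/1, 0/0), perirenal fat (11 genes) 0/2, 0/0, 0/1, 0/1 (1/6, 2/0, 0/2, 0/1), adrenal gland (3 to 4 genes) 0/1, 0/1, 0/0, 0/0 (0/1, 0/2, 0/0, 0/0), vessels (11 genes) 1/0, 1/1, 0/0, 0/2 (1/0, 2/1, 0/0, 0/4), podocytes (6 genes) 0/1, 1/1, 0/0, 0/0 (1/1, 1/1, 0/0, 0/0), B cells (7 genes) 0/0, 0/0, 0/0, 0/1 (0/0, 0/0, 0/1, 0/3) and T and NK cells (8 genes) 0/0, 0/0, 0/0, 0/0 (0/0, 0/0, 0/0, 0/0). For markers of the tubule, these were proximal convoluted tubule (6 genes) 1/1, 1/1, 0/1, 0/1 (2/2, 2/2, 0/1, 0/1), whole proximal tubule (12 genes) 1/0, 0/0, 1/2, 1/3 (1/0, 0/0, 1/2, 1/4), thin limb (6 genes) 1/0, 1/0, 0/0, 0/0 (1/1, 1/0, 0/2, 0/0), macula densa (4 genes) 1/0, 1/0, 1/0, 1/0 (1/0, 1/0, 1/1, 1/0), principal cells (8 genes) 1/0, 1/0, 0/1, 2/0 (1/0, 3/1, 0/1, 2/0) and intercalated cells (9 genes) 0/0, 0/0, 1/2, 2/1 (0/0, 3/1, 1/2, 6/1). The 2 genes of fat called for time in Ctrl, Cfd and Adipoq, had overlapping libraries, and their calls ended without Ctrl_ZT4 replicate 4 or 5 or any Ctrl_ZT16 library, that of Adipoq also without Ctrl_ZT4 replicate 3 (log2 −2.39 to −1.54 for Cfd and −2.11 to −1.36 for Adipoq). Over all genes, counts of 0 among lists stand beside 625 lncRNAs and 3187 mRNAs at an unadjusted p under 0.05 for time in Ctrl, 785 and 4386 for time in cKOt, 567 and 3660 for genotype at ZT4 and 805 and 4395 at ZT16.

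For time in Ctrl, edgeR called 142 lncRNAs, fewer than the study, and DESeq2, the study's test, 252, which is more. For genotype at ZT4, edgeR called 115 (3.365%), lower in count and percentage, and DESeq2 176, lower by little.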
